A study of Hydra vulgaris with 9 samples.

How the data were processed

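PolyA RNA of cohorts of 10 whole Hydra vulgaris AEP polyps was sequenced from the 3′ end, with 1 library per cohort, 3 groups and 3 replicates per group. The values used were raw counts per gene, deposited as a single table of 28917 genes by 9 libraries. Per the labels' protocols, library preparation, sequencing and expression analysis were done by a commercial service for 3′ RNA sequencing. The aligner, the counting program, the genome build, the annotation, the use of strand, the handling of reads that map to several places and the use of molecular identifiers are not stated in the labels. Genes that overlap or have near-identical copies are therefore uncertain. That the deposited counts are not normalized was checked on the values, which are whole numbers with a different total in each library.

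Gene IDs were used as the table gives them, since the table does not pair them with names. The IDs carry 15 different prefixes. None of them (0) matched the name table at hand, which lists 28925 genes of another assembly of the AEP strain. A planned report of the targeted genes Ab1 and Lb1 in every library, and a planned test of a list of adhesion and glycan genes, were therefore not run. The gene list was void because fewer than 80% of its members could be given a name. The labels of the libraries could for the same reason not be checked against the targeted transcripts.

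Groups were taken from the labels. All 9 libraries entered each fit, so that the groups shared one estimate of the spread. Genes were filtered with filterByExpr by group (minimum count 10, minimum total 15), which left 11644 genes. Libraries were scaled with TMM, and group differences were tested with edgeR 4.0.16 under R 4.3.3 (glmQLFit with robust=FALSE and the default quasi-likelihood of that version, glmQLFTest, two-sided). The p-values were adjusted by Benjamini-Hochberg within each of the 3 comparisons, at a threshold of 0.05. Standard errors are the log2 fold change divided by the square root of the F statistic. CPM values are TMM-scaled, except the floor of 3 counts, which was scaled by the total count of the library alone. Within-replicate log2 ratios were computed from CPM plus a pseudocount of 1, which understates the change of genes with few counts. Replicate labels are shared by the 3 groups, and that sharing is the only source of the pairing, since the labels do not say what a replicate number stands for. A fit with the replicate number as a block was planned beside the fit without it.

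The test, the naming rule and the settings listed next, unless said otherwise, were fixed before the data were examined. The naming rule took the genes past the threshold with the largest changes and, where none passed, the gene with the smallest p in each direction, said not to pass. None passed without the block, so the latter was used, which gave 2 genes that rose and 2 that fell against siGFP. The other settings were RLE and upper-quartile scaling, library totals without the 20 most abundant genes, no count filter, a mean of at least 20 counts, the DESeq2 1.42.0 Wald test, robust=TRUE, only the 6 libraries compared, the replicate block, an absolute log2 fold change of at least 1, an adjusted p under 0.01, thinning to the smallest library, and leaving out each library. The newer quasi-likelihood of edgeR (legacy=FALSE), and all settings combined with the block, were chosen after seeing the data. The legacy=FALSE setting was at first run in place of the default by mistake and was then kept as an alternative, because the planned test names no such option.

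The fits were tested on simulated data with the means and library sizes of the deposited counts, in which 200 genes were changed by 2-fold or 4-fold. With replicate numbers as different as in the data, the fit without the block recovered 0.513% of the changed genes among 11504 tested, and the fit with the block 90.3%, with 4 false calls among 180. With replicate numbers alike, both recovered 88.3%. Without changed genes, neither made a call (0). The dispersion of the simulation was that of the fit with the block and was the same for every gene. Each changed gene changed alike in all replicates. In the data, the changes in replicate 1 differed from those in replicates 2 and 3. The simulated recovery and false calls therefore do not carry over to the data. Depth ranged from 3049360 to 5750579 counts per library. Floors of 3 counts cover counting error only. Whether molecular identifiers were used is not stated, and without them reads from PCR are not independent molecules.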

Results

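Gene expression was measured in whole polyps of the freshwater cnidarian Hydra vulgaris, strain AEP, after siRNA against 1 of 3 targets had been delivered by electroporation. Hydra holds on to surfaces with its basal disc, the foot of the polyp, which secretes a glycan-rich adhesive and grows back when it is cut off. The polyps carried no buds and received 3 pulses of 250 V and 25 ms, on days 0, 2 and 4. The basal disc was amputated on day 10, and RNA was isolated on day 15 from cohorts of 10 animals whose foot had regenerated. The siRNA was directed against GFP (siGFP, the control), against Lb1 (siLb1) or against Ab1 (siAb1), the latter being the lectin-like adhesive protein that the title of the series is about. Each group had 3 libraries, numbered as replicates 1 to 3 in every group. Total counts per library ranged from 3428205 to 5532781 in siGFP, from 3222841 to 5414813 in siLb1 and from 3049360 to 5750579 in siAb1. Of the 28917 genes listed, 10600 had no count in any library and 11644 had enough counts to be tested. Between 14576 and 15485 genes were detected per library. The floor of 3 counts corresponded to between 0.522 and 0.984 CPM (counts scaled by library size, here without TMM).

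The libraries were first compared with one another, since 3 cohorts per group set the error of every later comparison. Replicate number accounted for 85.8% of the variance of log2 CPM over the 11644 genes, and group for 5.23%. The rest held 9.00%. Group had 2 degrees of freedom and the rest had 4, so per degree of freedom the 2 shares were similar. The group share alone is therefore not evidence of an effect of the siRNAs. The first principal component held 78.2% of the variance. On it the replicate 1 libraries lay between -93.0 and -79.4, the replicate 3 libraries between 6.69 and 21.7, and the replicate 2 libraries between 66.5 and 72.9. Across genes, which are not independent replicates, libraries with the same number but different siRNA correlated at Pearson's r of 0.974 to 0.985. Within a group, replicates 1 and 2 correlated at 0.750 to 0.802, replicates 1 and 3 at 0.858 to 0.909, and replicates 2 and 3 at 0.937 to 0.950. Deviations from the group means correlated at a mean of 0.767 over the 9 pairs of same-numbered libraries (0.453 to 0.906). Over the 18 pairs of differently numbered libraries from different groups the mean was -0.350. Such deviations cancel out within a group, so the negative mean largely follows from the positive one and is not separate evidence. Of the 36 ways to number the replicates, the numbering of the labels gave the highest same-numbered mean (one-sided exact permutation p = 0.0278, the smallest this design allows). All 9 libraries were counted as separate samples, as the labels give them. No pair agreed within counting error, a check that would reveal a library listed a second time but not repeat libraries of one RNA sample.

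**Figure D1:**
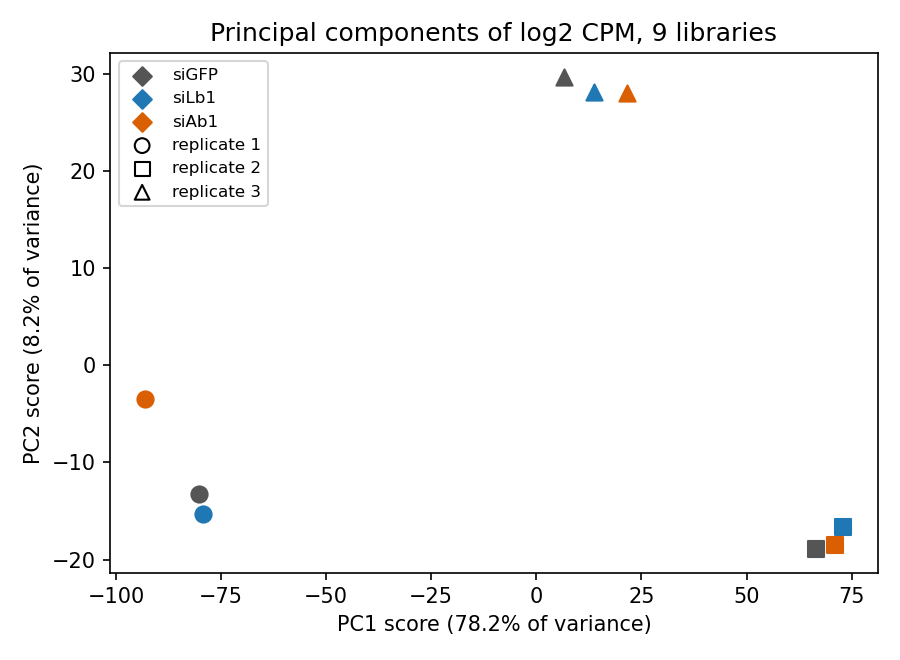
Scores of the 9 libraries on the first principal component (x axis, 78.2% of variance) and the second (y axis, 8.20% of variance) of log2 CPM over 11644 genes, without units. Colours give the siRNA group and symbols the replicate number. The libraries form 3 clusters by replicate number, each with 1 library of every group, and replicate 3 lies between replicates 1 and 2 on the x axis.

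The comparison of siAb1 with siGFP asks which transcripts change when the lectin-like protein is targeted. Without the replicate number in the model, 0 of 11644 genes passed an adjusted p of 0.05 in edgeR's quasi-likelihood test, and 33 genes (0.283%) had an unadjusted p under 0.05. The alternative that moved this count most was the replicate number as a block. With it, 19 genes passed, 15 higher and 4 lower in siAb1, and 633 genes (5.44%) had an unadjusted p under 0.05. A calibrated test would give 5% if no gene changed. The share with the block was close to that, so the 633 genes do not by themselves show changes. Without the block the share was far below it, so the 0 there is not evidence that no gene changed. The same-numbered siAb1 and siGFP libraries deviated together from their group means with a mean correlation of 0.748. The common dispersion was 0.249 without the block, a biological coefficient of variation of 49.9%, and 0.0133 with it, which is 11.5%. The block count itself moved most when replicate 1 was left out, to 516 genes, and 1 gene passed when replicate 2 or replicate 3 was left out. Of the 19 genes, 15 changed in the same direction in all 3 replicates, and 2 did so by at least 1 on the log2 scale. Their median log2 change in the direction of the call was 0.41 in replicate 1, 1.33 in replicate 2 and 1.34 in replicate 3.

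The gene with the smallest p among those lower in siAb1 was HVAEP5.G010204. It stood at 68.0 ± 26.0 CPM in siGFP, 87.0 ± 31.8 CPM in siLb1 and 9.62 ± 3.89 CPM in siAb1 (SD, n = 3 each). Its counts were 268, 543 and 164 in siGFP replicates 1 to 3, and 59, 45 and 19 in siAb1. The log2 fold change was -2.81 (SE 0.45), and it did not pass without the block (edgeR adjusted p = 1.0). With the block it was -2.86 (SE 0.24) and passed (edgeR adjusted p = 4.46e-06). The fall was -1.95, -3.45 and -2.69 in replicates 1, 2 and 3, as log2 ratios of CPM plus 1. DESeq2 without a block called 1 gene in this comparison, HVAEP5.G010204. Among genes higher in siAb1, HVAEP9.G016569 had the smallest p in the fit without the block. It stood at 21.5 ± 3.33 CPM in siGFP and 43.9 ± 11.3 CPM in siAb1 (SD, n = 3 each). Its log2 fold change was 1.03 (SE 0.30) and did not pass without the block (edgeR adjusted p = 1.0). With the block it was 1.06 (SE 0.21) with an edgeR adjusted p of 0.0427, and it passed in 4 of 13 further fits with the block. In the fit with the block another gene had the smallest p among those higher. Its log2 fold change was 2.79 (SE 0.41, edgeR adjusted p = 0.00873). The within-replicate log2 ratios of that gene were -0.15, 2.88 and 2.27, so the rise rests on replicates 2 and 3. In replicate 1 its counts were 3 in siGFP and 2 in siAb1, not above the floor of 3 counts.

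The comparison of siLb1 with siGFP puts the other gene-specific siRNA against the same control. Without the block, 0 of 11644 genes passed in edgeR's test and 34 (0.292%) had an unadjusted p under 0.05. With the replicate block, 25 genes passed, 23 higher and 2 lower in siLb1, and 670 genes (5.75%) had an unadjusted p under 0.05. Here too the share was far below 5% without the block and close to it with the block. The mean correlation of same-numbered libraries was 0.788 for this pair of groups. Leaving out replicate 1 raised the block count to 554 genes, and leaving out replicate 2 or 3 lowered it to 0 or 1. Of the 25 genes, 21 changed in the same direction in all 3 replicates. Their median log2 change in the direction of the call was 0.30 in replicate 1, 1.87 in replicate 2 and 1.72 in replicate 3.

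HVAEP1.G002182 had the smallest p among genes lower in siLb1. It stood at 10.4 ± 3.49 CPM in siGFP, 1.80 ± 0.732 CPM in siLb1 and 13.8 ± 7.70 CPM in siAb1 (SD, n = 3 each). Counts were low, at 39, 80 and 28 in siGFP and 13, 8 and 4 in siLb1, the last of these close to the floor of 3 counts. The log2 fold change was -2.49 (SE 0.52) without the block, where it did not pass (edgeR adjusted p = 1.0). With the block it was -2.55 (SE 0.41) and passed (edgeR adjusted p = 0.00636). Among genes higher in siLb1, HVAEP2.G004733 had the smallest p in the fit without the block. It stood at 7.04 ± 0.760 CPM in siGFP and 28.0 ± 20.7 CPM in siLb1 (SD, n = 3 each). Its log2 fold change was 1.99 (SE 0.53) without the block (edgeR adjusted p = 1.0) and 1.88 (SE 0.30) with it (edgeR adjusted p = 0.00646). The within-replicate log2 ratios of HVAEP2.G004733 were 0.47, 2.53 and 1.72, so that replicate 1 showed the smallest rise. In the fit with the block another gene had the smallest p among those higher. Its log2 fold change was 2.36 (SE 0.24, edgeR adjusted p = 0.000104). The within-replicate log2 ratios of that gene were 0.27, 2.47 and 2.64, so the rise rests mostly on replicates 2 and 3.

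The direct comparison of siAb1 with siLb1 tests the difference between the gene-specific siRNAs free of the shared control. Without the block, 0 of 11644 genes passed in edgeR's test and 59 (0.507%) had an unadjusted p under 0.05. With the replicate block, 50 genes passed, 14 higher and 36 lower in siAb1, and the mean correlation of same-numbered libraries was 0.766. The share at an unadjusted p under 0.05 was then 7.99%, above the 5% that a calibrated test would give without changes. Without replicate 1 the block count was 931 genes, and without replicate 2 or 3 it was 2 or 6. The smallest p in each direction belonged to genes already named. HVAEP5.G010204 was lower in siAb1, with a log2 fold change of -3.17 (SE 0.46, edgeR adjusted p = 0.881) without the block and -3.19 (SE 0.23, edgeR adjusted p = 5.90e-07) with it. HVAEP1.G002182 was higher in siAb1, with 2.90 (SE 0.52, edgeR adjusted p = 1.0) without the block and 2.87 (SE 0.40, edgeR adjusted p = 0.00190) with it. DESeq2 without a block called 2 genes here, HVAEP5.G010204 and HVAEP1.G002182.

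**Figure D2:**
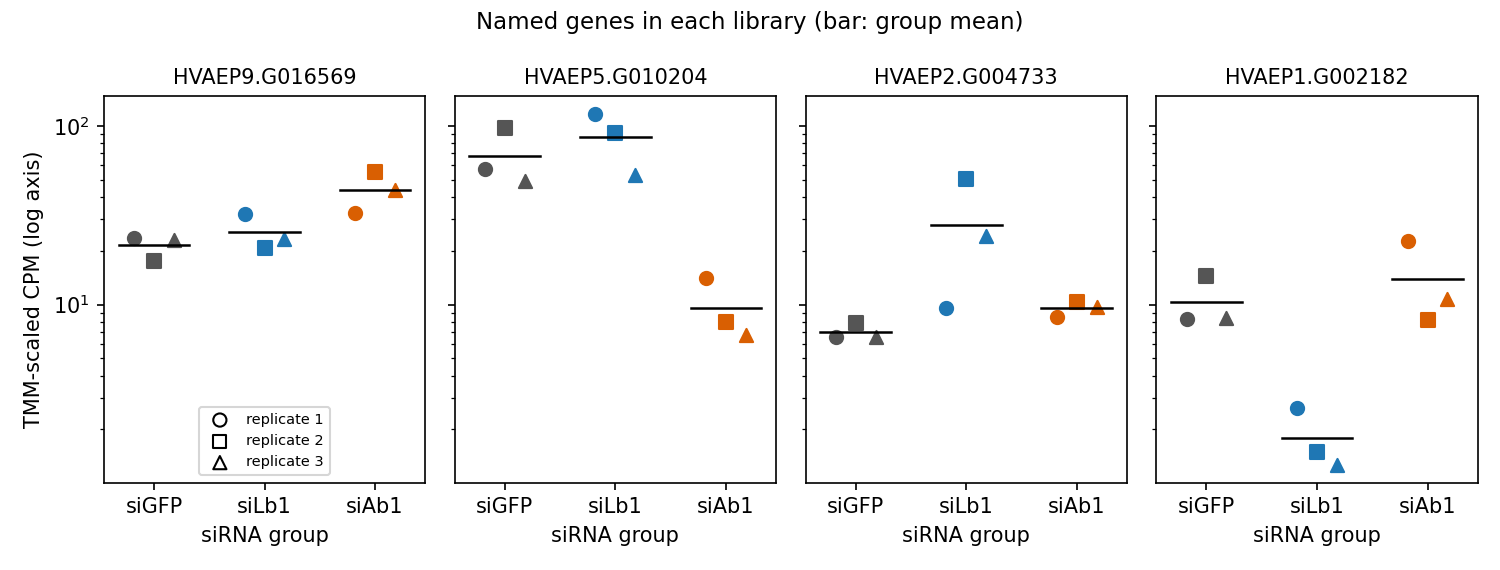
TMM-scaled CPM (y axis, log scale) of 4 genes in the 9 libraries, by siRNA group (x axis). Symbols give the replicate number and bars the group mean. HVAEP5.G010204 lies between 6.78 and 14.0 CPM in siAb1 and between 49.1 and 116.3 CPM in the other groups, and HVAEP1.G002182 lies between 1.26 and 2.63 CPM in siLb1 and between 8.20 and 22.6 CPM in the others.

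The last question was whether both siRNAs moved the same genes against siGFP. Without the block no gene passed in both comparisons, which follows from the counts of 0 in each (33 and 34 genes at an unadjusted p under 0.05). With the replicate block, at a mean correlation of same-numbered libraries of 0.767 over all groups, 2 genes passed in both, 1 higher and 1 lower in both knockdowns. Both contrasts share the siGFP libraries, which alone can make them correlate, so no test of this overlap was made. In the direct comparison with the block, 8 of the 19 siAb1 genes and 22 of the 25 siLb1 genes also passed.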

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

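The tests of whether a single library carried a difference were chosen after the result was seen; the tests of depth, scaling and shared reads were written down first.

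HVAEP5.G010204 was singled out because its change against siGFP differed between the siRNAs in a direct test. The change in siAb1 minus that in siLb1 was -3.19 on the log2 scale with the replicate block (edgeR adjusted p = 5.90e-07). Over 13 further fits with the block, 1 by DESeq2 and the others by edgeR, the adjusted p was 3.42e-80 to 0.00226 in siAb1 against siGFP. In siAb1 against siLb1 it was 1.25e-77 to 0.000299. The same 13 fits are used for the genes below. They include fits without 1 replicate number, which rest on fewer libraries, so the smallest p-values do not measure strength of evidence. Fold changes were already scaled for library size, so thinning to equal totals could hardly move them and cannot decide on depth. After thinning, the change was -3.16. The scaling that moved it most gave -3.21. The smallest of its 3 within-replicate log2 ratios of siAb1 over siLb1 was -2.80, so no single library carried it, and it was lower in siAb1 in 3 of 3 replicates. Among the 10 nearest gene IDs, 3 could be tested, and 0 of them changed the opposite way by at least 1 in all 3 replicates. A near-identical copy elsewhere in the genome would not be seen that way, so the fall cannot be told apart from a shift of shared reads. As a hypothesis, this transcript may be the siAb1 target or lie close downstream of it. Its identity was not tested, since no name is paired with the ID here.

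HVAEP1.G002182 showed the mirror image. Its change in siAb1 minus that in siLb1 was 2.87 with the replicate block (edgeR adjusted p = 0.00190, 6.31e-19 to 0.0208 over 13 further fits with the block). It was 2.69 after thinning and 2.86 under the scaling that moved it most. The smallest within-replicate log2 ratio was 1.88, and all 3 were positive. Of the nearest 10 IDs 4 could be tested, and 0 changed the opposite way, which again leaves shared reads open. Against siGFP its fall in siLb1 passed in 11 of the 13 further fits and was lost when replicate 2 or replicate 3 was left out. As a hypothesis, it may be the siLb1 target or depend on it. The counts of 13, 8 and 4 in siLb1 limit the precision of the fall.

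HVAEP2.G004733 met the same criterion more narrowly. Its change in siAb1 minus that in siLb1 was -1.46 (edgeR adjusted p = 0.0303 with the replicate block, 4.53e-24 to 1.0 over 13 further fits, 7 of which passed). Thinning gave -1.40, which again cannot decide on depth. The scaling that moved it most gave -1.47, so scaling does not account for its size. Whether it passed did depend on scaling, since it was lost with library totals without the 20 most abundant genes. The smallest within-replicate log2 ratio was -0.14, in replicate 1, so the difference rests on replicates 2 and 3. Of the nearest 10 IDs 2 could be tested, and 0 changed the opposite way. The difference cannot be told apart from one that individual cohorts carry, or from shared reads.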

How the results depend on the processing

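Of the settings without the block, most left the 3 comparisons at 0 genes. Among those with all replicates, the genes at an unadjusted p under 0.05 ranged from 15 to 75 in siAb1 against siGFP, from 24 to 75 in siLb1 against siGFP and from 30 to 100 in siAb1 against siLb1, lowest with only the 6 libraries compared and highest without a count filter. The exceptions were DESeq2, with 1 gene in the first and 2 in the third comparison, and the replicate block, with 19, 25 and 50 genes and 2 in both knockdowns. Each fit that left out 1 library gave 0 genes, with 15 to 170 at an unadjusted p under 0.05. The legacy=FALSE setting also gave 0 without the block, with 36, 38 and 61 at an unadjusted p under 0.05. The cause of the difference made by the block was tested in part. In simulated data with changes alike in all replicates, replicate numbers as different as these hid nearly all changes from the fit without the block. The 4 named genes kept their direction in all alternatives to the fit without the block. HVAEP5.G010204 ranged from -3.23 to -2.46 (siAb1 against siGFP) and HVAEP1.G002182 from -2.87 to -2.18 (siLb1 against siGFP). HVAEP9.G016569 ranged from 0.80 to 1.15 and HVAEP2.G004733 from 1.24 to 2.39.

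All alternatives to the fit with the replicate block were chosen after seeing the data. The counts below are given in the order siAb1 against siGFP, siLb1 against siGFP, siAb1 against siLb1, where the block alone gave 19, 25 and 50 genes. No low-count filter gave 89, 121 and 196 genes and 13 in both knockdowns. An adjusted p under 0.01 gave 4, 16 and 20, and 0 in both. Fits of only the 6 libraries compared gave 1, 121 and 23, and 0 in both. Totals without the 20 most abundant genes gave 10 in the first and 24 in the last comparison, and 0 in both knockdowns, against 19 in siLb1. The DESeq2 Wald test gave 29 in siAb1 against siLb1 and 0 in both knockdowns. A mean of at least 20 counts, robust=TRUE and thinning each left 1 gene in both knockdowns, against 2. The legacy=FALSE setting gave 26, 35 and 60. Where 0 genes passed in both knockdowns, the genes at an unadjusted p under 0.05 in siAb1 and in siLb1 against siGFP were 633 and 670 (adjusted p under 0.01), 404 and 937 (only 6 libraries), 576 and 629 (without the 20 most abundant genes) and 243 and 291 (DESeq2). The cause of these shifts was not tested.

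Leaving out one replicate number at a time moved the block counts from 1 to 516 genes in siAb1 against siGFP, from 0 to 554 in siLb1 against siGFP, from 2 to 931 in siAb1 against siLb1, and from 0 to 101 in both knockdowns. The fit without replicate 2 had 283 and 246 genes at an unadjusted p under 0.05 in siAb1 and siLb1 against siGFP, and the fit without replicate 3 had 473 and 383. The highest count was in each case the fit without replicate 1, which contained all 19, 25 and 50 genes of the block fit. Counting these, 32 values with the block moved by more than 1.5 times and 28 did not. The share of genes higher in siAb1 than siGFP was 78.9% with the block and 70.0% to 82.4% under the other scalings. Without replicate 1 it was 58.1%, 300 higher and 216 lower of 516. The share higher in siLb1 than siGFP likewise went from 92% to 79.2%, 439 higher and 115 lower. That higher in siAb1 than siLb1 went from 28% to 40.2%, 374 higher and 557 lower.

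Other splits of the 6 libraries of each comparison were fitted too. Of 10 splits, 4 part all same-numbered pairs, so the share with as large a result is never under 0.25 and cannot separate the real grouping from another. Without the block, 4 of 4 gave as many genes as the real one in each comparison, since all gave 0 (4 to 59 genes at an unadjusted p under 0.05). With the block, 2 of 4 splits gave as many genes in siAb1 against siGFP, 1 of 4 in siLb1 against siGFP and 2 of 4 in siAb1 against siLb1. The other split that did so exchanged the replicate 1 libraries, and gave 174 genes against 19, and 82 against 50. In siLb1 against siGFP that exchange gave 12 against 25. The 6 other splits put both libraries of one number on one side and both of another number on the other, and gave 0 genes without the block, with 58 to 3394 at an unadjusted p under 0.05.

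The targeted genes and the adhesion and glycan gene list were not run under any setting, since the IDs carry no names here. Depth limits genes near the floor of 3 counts, such as HVAEP1.G002182 in siLb1.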

Other observations

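Of the tests in this part, those of chance numbering, of replicate 3 as a pool and of exchanged libraries were chosen after the result was seen; those of depth, abundant genes, selection, low counts and replicate axes were written down first.

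The separation of the libraries by replicate number was larger than any group difference. With group as a block, edgeR called 8701 genes (74.7% of 11644) between replicates 2 and 1, 5899 between 3 and 1, and 5249 between 3 and 2. Chance numbering would give the labels' order no advantage, and the exact permutation p was 0.0278. Depth is not the source, since the first component held 78.1% of the variance after thinning to equal totals. Without the 20 most abundant genes it held 78.5%, but so few of the 11644 genes could hardly move this share. If replicate 3 were a pool of replicates 1 and 2, their weighted sum would predict it within sampling noise. The lowest median squared residual of the 3 groups was 4.06 times the sampling variance, against 2.07 to 2.77 between groups within replicate 3. That goes against an exact pool of the sequenced libraries. Same-numbered libraries of different groups ranged from 2.07 to 5.52 over all replicate numbers, which contains the pool value, so a mixture of similar material is not excluded. Of 2081 genes that differed 4-fold between replicates 1 and 2, 2047 (98.4%) were intermediate in replicate 3, which a mixture would also give. What a replicate number stands for (a date, a culture, a batch of libraries) is not in the labels, so no biological explanation was tested.

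The changes against siGFP were shared by replicates 2 and 3, while in replicate 1 they were on average absent in siLb1 and partly reversed in siAb1. Across 6936 genes with a mean of at least 50 counts, which are not independent replicates, the within-replicate log2 ratios of siAb1 over siGFP correlated at 0.427 between replicates 2 and 3, -0.092 between 1 and 2, and -0.261 between 1 and 3. For siLb1 over siGFP these values were 0.459, -0.023 and -0.012. These correlations take no genes from a test. The siGFP libraries enter both sets, so the pattern in one knockdown is not independent of that in the other. Without siGFP, the ratios of siAb1 over siLb1 correlated at 0.518, -0.032 and -0.134 in the same order. Genes called from replicates 2 and 3 with the block numbered 512 in siAb1 and 551 in siLb1, among the 11644 genes tested with all replicates. In replicate 1 they kept -29.4% of their median change in siAb1, where 173 of 512 moved the same way, and 1.35% in siLb1, where 279 of 551 did. Selection by the test would lower the kept share in any replicate held out, but would not reverse the sign, so it does not by itself account for the siAb1 value. The fits that held out replicate 2 or 3 called at most 1 gene, so how much selection lowered the siLb1 percentage was not measured. The correlations above, which select no genes by a test, show the same lack of agreement with replicate 1 in siLb1. Low counts in replicate 1 do not account for it, since genes with at least 50 counts there kept -35.8% and 2.40%. Movement of the libraries along the axes that separate the replicate numbers could also produce shared ratios. After those axes were removed, the correlation between replicates 2 and 3 was 0.399 in siAb1 and 0.443 in siLb1, so most of it remained. The axes do account for part of the siAb1 difference in replicate 1, where the correlation with replicate 3 went from -0.261 to -0.152 and that with replicate 2 from -0.092 to -0.040. The siAb1 ratios correlated with the axis from replicate 1 to 2 at -0.344, 0.170 and 0.370 in replicates 1, 2 and 3. The siLb1 ratios did so at -0.056, 0.177 and 0.208. The siAb1 over siLb1 ratios did so at -0.339 in replicate 1. There, siAb1 differed from siGFP by a median of 5.52 times the sampling variance and from siLb1 by 4.03. Between siGFP and siLb1 it was 2.53, so the siAb1 library was set apart. As a hypothesis, the siLb1 cohort of replicate 1 may have responded less to its siRNA, which would not explain the reversal in siAb1. HVAEP1.G002182 had siLb1 over siGFP ratios of -1.36, -2.62 and -2.05, but 1 gene with few counts cannot decide. The labels give no group by which to test the hypothesis.

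An exchange of the siAb1 and siGFP libraries of replicate 1 might also explain why swapping them raised the block count from 19 to 174 genes. If they were exchanged, the gene that fell with the smallest p in replicates 2 and 3 should be higher in the library labelled siAb1 replicate 1. Its log2 ratio there was -0.0902, but it was low in every replicate 1 library and so could not inform. HVAEP5.G010204, which passed in siAb1 against siGFP in 13 of 13 further fits with the block, the fit without replicate 1 among them, fell by 1.95 in replicate 1. It stood at 14.0 CPM in the library labelled siAb1, 57.2 CPM in siGFP and 116.3 CPM in siLb1 of that replicate. That goes against an exchange, on the evidence of a single gene that was picked after its values were seen.

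The gene used for that test was high only in siGFP replicates 2 and 3. Its counts were 68, 1031 and 324 in siGFP replicates 1 to 3, 78, 73 and 34 in siLb1, and 57, 79 and 23 in siAb1. It was 1 of the 2 genes that passed in both knockdowns with the block, and it was picked after its values were seen. The same counts can be read as a fall in both knockdowns or as a rise in the siGFP cohorts of those replicates, and the shared control does not separate the readings.

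A search over all 11644 tested genes asked which were at least 2-fold lower in one group than in both others in all 6 within-replicate ratios. It found 1 gene for siAb1, HVAEP5.G010204, 1 gene for siLb1, HVAEP1.G002182, and 0 for siGFP. In the other direction it found 0 genes for each group. A search of this kind has no p-value, and it was made after both genes had been seen. One gene lowered per targeted siRNA, and none for the control, is consistent with knockdown of a single transcript by each, with differences of -3.16 and 2.69 after thinning. Matching those IDs to the siRNA sequences would test it.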
